A study of Mus musculus with 2 samples. Its data were reported in "General transcription factor TAF4 antagonizes epigenetic silencing by Polycomb to maintain intestine stem cell functions" (2023).

How the data were processed

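ATAC-seq peak lists of 1 control and 1 Taf4-inactivated enteroid library were analysed, grouped by the genotype given in the sample labels. The authors mapped reads to the mouse assembly mm9 with Bowtie, keeping uniquely mapping reads, and called broad peaks in each library separately with MACS2, without a model and with reads extended to 200 bp. The lists thus depend on the depth of each library. The deposited peak score is 10 times the −log10 q, cut to a whole number. The deposited fold is the enrichment of a peak over the background of the same library, and is not on a common scale between libraries. The deposited −log10 p and −log10 q values are averages over each peak, and the lowest −log10 q was 1.01 in control and 1.00 in the Taf4-inactivated list. Peak positions, as the authors deposited them, were converted to 1-based coordinates. How duplicate reads and mitochondrial reads were treated by the authors was not known here.

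All peak ends lay within the chromosomes of the NCBIM37 (mm9) reference, and the GENCODE annotation of that build was used. Overlaps and merged lists were made with bedtools 2.31.1, and other values with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. A peak was shared when at least 1 bp overlapped a peak of the other list. Strong peaks were the top 10% of a list by fold. For ranks, each pair of peaks overlapping each other best was compared by percentile of fold within its list. Peaks within 1 kb of an annotated start site of any transcript were called start site peaks, and the others distal. The highest count of strong peaks without a partner in 1 Mb windows was compared with 100 random placements of the same labels over the strong peaks of that list. Chance overlap came from 100 random shifts of a list along each chromosome.

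Relative depth was estimated from the background level that reproduced both the fold and the Poisson p of each peak, taken as the 5th percentile over the narrowest 10% of peaks. This was tested on simulated data with known depth, where 3 simulated pairs of libraries gave ratios within 0.167% of the known ones. Overlap and merging were tested on simulated data as well, and none of the 9 steps was off by more than 2%. With 1 library per genotype no p-value between genotypes was computed.

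Tests, thresholds, alternatives and the rule for named regions and genes were chosen before the data were examined. The named regions were, in each library, the 5 strong peaks without a partner with the highest fold and the 3 windows with the largest excess, and the 3 pairs with the largest rank difference in each direction. The named genes were Taf4a, Taf4b, Vil1, Lgr5, Olfm4, Axin2, Fzd7, Notch1, Ascl2, Cdx2, Hnf4a, Ezh2, Suz12 and the genes nearest to the named regions. Alternatives changed the q threshold, the overlap required, the ranking value, the size of the top list, the width, the windows, the chromosomes and the start site distance. An equal number of 5000 strong peaks per list, and start sites of protein-coding genes alone, were added after the data had been seen.

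In the closing observations, recognition sequences were counted on both strands inside peaks and in stretches of equal length 2000 bp beyond each edge. The patterns were TGA[CG]TCA for AP-1, [AT]GATA[AG] for GATA, CC[AG][CG][CT]AG[AG][GT]GGC for CTCF and CAAAGTCCA for HNF4. Densities have exact Poisson 95% intervals, and ratios of 2 densities have exact intervals conditional on their summed counts. Ratios of a sequence to its reversed pattern have approximate intervals, from the normal distribution on the log scale, and odds ratios have exact conditional ones. All cover counting error only. Peaks were searched for near-identical copies in the reference with minimap2 2.31, requiring 95% identity over 90% of the peak, for all strong peaks without a partner and 2000 strong shared peaks per list. Read-level signal was not used here.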

Results

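Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in enteroids, which are epithelial cultures derived here from crypts of the mouse ileum. The mice were 4 months old. Control enteroids had intact Taf4, which encodes a subunit of the transcription factor TFIID, and Taf4-inactivated enteroids carried a Cre recombinase that deletes the gene when 4-hydroxytamoxifen (4-OHT) is given. Both were treated with 1 µM 4-OHT for 3 days. The comparison asks how open chromatin differs shortly after Taf4 loss. There was 1 library per genotype and no replicate, so every difference below describes these 2 libraries. Intervals of shares are exact (Clopper-Pearson) 95% confidence intervals, and they cover counting error only. The fold enrichment, p and q of a peak are the authors' own values. They were used only within a list, to describe, rank or filter peaks, except for depth and for medians compared in the closing observations. Coordinates are on mm9.

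The number of reads was not used here, but the background level under each peak could be solved from its fold enrichment and p. The lowest background levels were 12.1 reads in the control library and 7.35 in the Taf4-inactivated library, a depth ratio of 1.65. The estimated depth of the Taf4-inactivated library was thus 60.5% of that of the control library. Solving all peaks in place of the narrowest 10% also gave 1.65.

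The targeted gene, annotated as Taf4a (ENSMUSG00000039117.9, chromosome 2, 179646851 to 179711351, minus strand), had a start site peak in both lists. In control enteroids it spanned 179709780 to 179711855, with a fold enrichment of 2.22 at percentile 74.7 of its list. After Taf4 inactivation it spanned 179709920 to 179711896, with a fold enrichment of 2.57 at percentile 58.7. The percentile depends on the other peaks of each list, so its drop does not by itself show lower accessibility. A start site peak does not report whether the floxed exons are present. The paralogue Taf4b had a start site peak at percentile 99.0 in control and 99.5 in Taf4-inactivated enteroids.

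The control list held 90445 peaks covering 66.0 Mb and the Taf4-inactivated list 71282 peaks covering 47.7 Mb. This order depended on the threshold. With a −log10 q of at least 2, there were 44495 control and 45640 Taf4-inactivated peaks. At 5 or more, 10757 control and 20474 Taf4-inactivated peaks remained. Pooling both lists gave 118502 non-redundant peaks, or 21421 at a −log10 q of at least 5. The median width was 584 bp (quartiles 328 and 968) in control and 530 bp (312 and 893) in Taf4-inactivated enteroids.

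**Figure D1:**
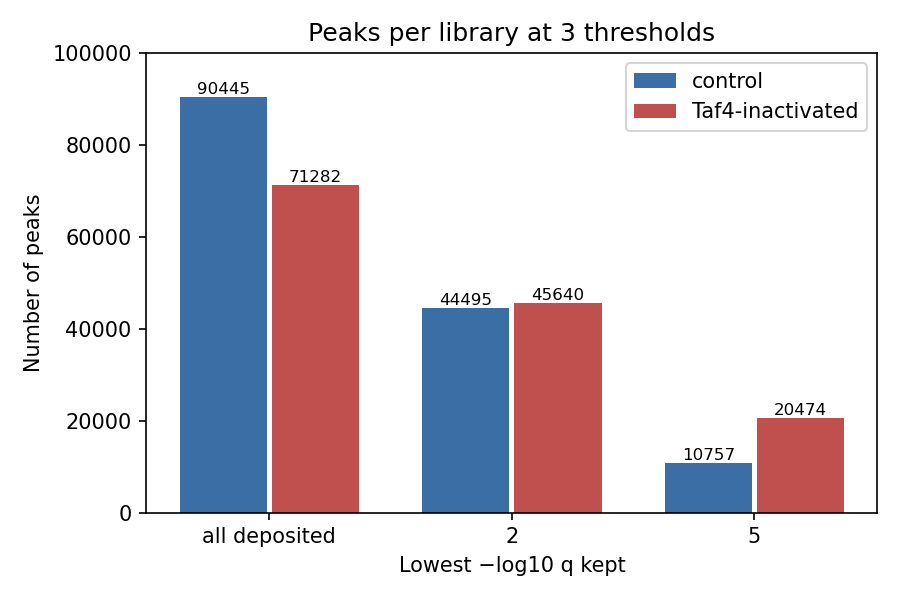
Number of peaks (vertical axis) in the control (blue) and Taf4-inactivated (red) list for all deposited peaks and for those with a −log10 q of at least 2 or 5 (horizontal axis). The control list is longer without a filter, with 90445 against 71282 peaks, and shorter at 5, with 10757 against 20474.

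Of the control peaks, 42770 (47.3%, CI 47.0 to 47.6) overlapped a Taf4-inactivated peak by at least 1 bp and 47675 (52.7%) had no partner. Of the Taf4-inactivated peaks, 42943 (60.2%, CI 59.9 to 60.6) overlapped a control peak and 28339 (39.8%) had none. The shared counts were nearly equal, so the order of these shares follows from list length. Shifting the lists along the chromosomes 100 times gave a mean overlap of 3.98% for control and 5.06% for Taf4-inactivated peaks. The share without a partner moved most when peaks with a −log10 q of at least 5 were looked for among all peaks of the other list, to 1.04% for control and 11.6% for Taf4-inactivated peaks, which reversed the order. Requiring 5 in both lists reversed it too, with 9.03% and 52.1%. The Taf4-inactivated list was then the longer, with 20474 against 10757 peaks, so that order also follows list length. Peaks without a partner were narrower than shared ones, with medians of 439 against 790 bp in control and 352 against 688 bp in Taf4-inactivated enteroids.

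In the lowest decile of fold, 34.3% of control and 48.4% of Taf4-inactivated peaks were shared. The share was lowest in decile 4 of the control list (29.6%) and decile 3 of the Taf4-inactivated list (43.2%) and rose from there to the highest decile. Among the top 10%, called strong here, 215 of 9044 control peaks (2.38%, CI 2.07 to 2.71) and 403 of 7128 Taf4-inactivated peaks (5.65%, CI 5.13 to 6.22) had no partner. Taking the top 25% reversed this order, with 19.2% of control and 14.3% of Taf4-inactivated peaks unpartnered. At equal list size, 12419 of the 20000 control peaks with the highest fold (62.1%, CI 61.4 to 62.8) overlapped one of the 20000 highest Taf4-inactivated peaks. Ranking by width gave 48.8%.

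**Figure D2:**
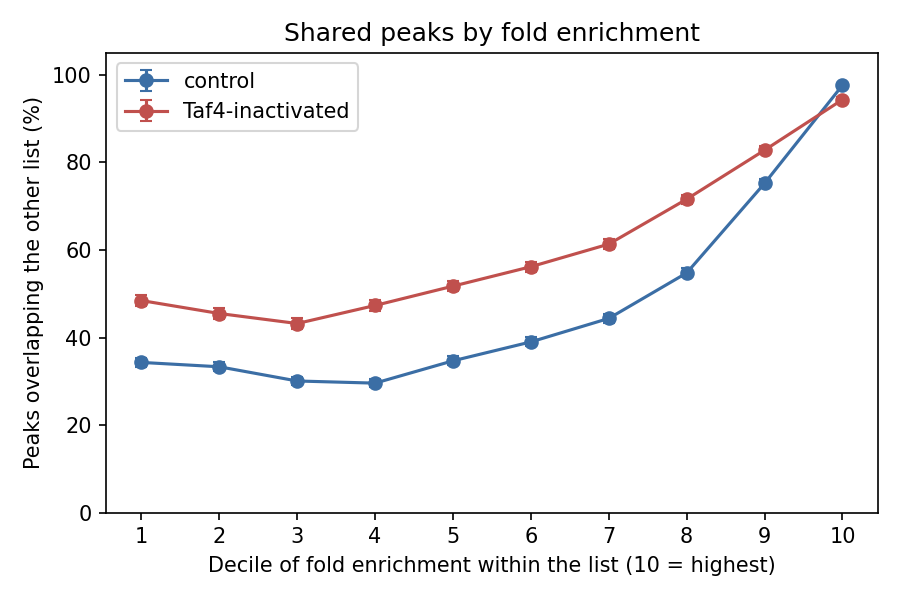
Share of peaks that overlap the other list (vertical axis, percent) by decile of fold enrichment within each list (horizontal axis) for control (blue) and Taf4-inactivated (red) peaks, with exact 95% intervals. The share reaches 97.6% in the highest control decile and 94.3% in the highest Taf4-inactivated decile.

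Annotated transcription start sites lay within 1 kb of 36.2% of shared control peaks (CI 35.8 to 36.7) but of only 8.74% of control peaks without a partner (CI 8.49 to 8.998). In the Taf4-inactivated list the shares were 35.9% (CI 35.5 to 36.4) and 7.30% (CI 6.997 to 7.61). With a distance of 5 kb they were 48.0% and 23.6% in control and 48.0% and 22.9% in Taf4-inactivated enteroids. In the highest fold decile, 99.4% of Taf4-inactivated peaks at start sites and 86.8% of the distal ones were shared. The corresponding control values were 99.6% and 94.0%.

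**Figure D3:**
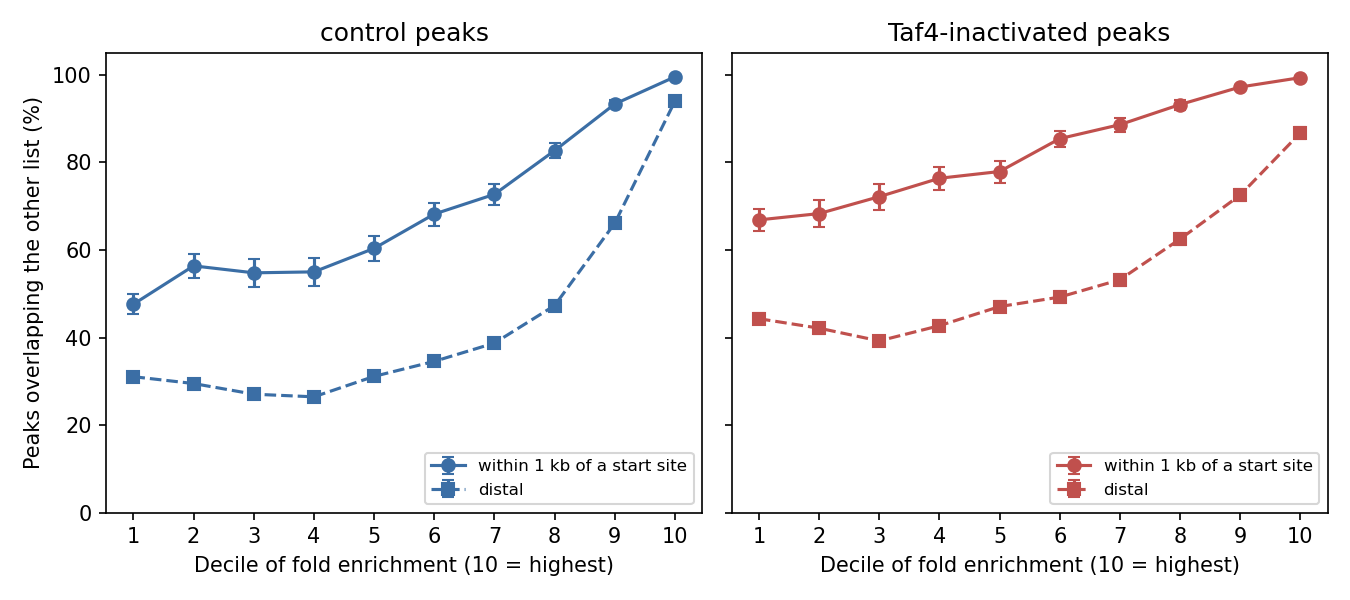
Share of peaks that overlap the other list (vertical axis, percent) by decile of fold enrichment (horizontal axis), for peaks within 1 kb of a start site (circles, solid line) and distal peaks (squares, dashed line), with exact 95% intervals. Start site peaks lie above distal peaks in each decile of both lists.

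For 42491 mutually best overlapping pairs, the percentile ranks of fold enrichment correlated across peaks with a Spearman rho of 0.726. Peaks are not independent replicates. The rank was at least 50 points higher in the Taf4-inactivated list for 944 pairs and in the control list for 1359. Requiring overlap of 50% of both peaks left 493 and 666 such pairs. A percentile depends on the other peaks of its list. Shared peaks had a median percentile of 68.1 in control and 61.5 in Taf4-inactivated enteroids, and the median rank difference, inactivated minus control, was −2.98 points. The larger count for control therefore does not by itself show lower accessibility after inactivation.

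In all 6 pairs with the largest rank differences the peaks coincided only in part, and 0 of the 6 reached overlap of 50% of both peaks, so none is a pair under that alternative. The pair with the largest rise in rank after inactivation, by 87.3 points, lay over a coding exon of Ptprf on chromosome 4. Its control peak (117907805 to 117908273) was at percentile 3.81 and its Taf4-inactivated peak (117907540 to 117908045) at 91.1, with 241 bp in common. In an intron of Oprd1 on chromosome 4, a control peak of 1326 bp (131688344 to 131689669) and a Taf4-inactivated peak of 376 bp (131688280 to 131688655) shared 312 bp and differed by 86.2 points. At the exons of Rnpepl1 on chromosome 1, a control peak of 2065 bp (94815579 to 94817643) and a Taf4-inactivated peak of 364 bp (94817334 to 94817697) shared 310 bp and differed by 86.1 points. In the 3 pairs with the largest opposite difference, the rank differences, inactivated minus control, were −85.3, −83.8 and −83.5. The intergenic pair on chromosome 12 with Tcl1 as the nearest start site (control peak 106483179 to 106483639, inactivated 106483098 to 106483360) shared 182 bp. The intergenic pair on chromosome 18 nearest to Trim36 (control peak 46384645 to 46387142, inactivated 46384627 to 46385619) shared 975 bp. The pair in an intron of Myo10 on chromosome 15 (control peak 25721649 to 25721909, inactivated 25721459 to 25721793) shared 145 bp.

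The strong control peak without a partner that had the highest fold enrichment, 3.85, lay on chromosome 8 (42303185 to 42303960), over a non-coding exon of Gm16348 and 2675 bp from a start site of Fgl1. The next covered a coding exon of 5730507C01Rik on chromosome 12 (18520908 to 18522203), with a fold enrichment of 3.67. The other 3 were intergenic, on chromosome 5 (110520651 to 110520976, nearest coding gene Plcxd1), chromosome 1 (17496766 to 17497150, Pi15) and chromosome 12 (21840115 to 21840793, Gm17680). All 5 of the corresponding Taf4-inactivated peaks were intergenic. They lay on chromosome 8 (49950799 to 49951220, fold enrichment 5.29, nearest coding gene Odz3), chromosome 3 (50260485 to 50260897, 12950 bp from Slc7a11), chromosome 4 (55731406 to 55731738, 186059 bp from Klf4), chromosome 17 (84071931 to 84072500, Mta3) and chromosome 5 (15352645 to 15352972, Cacna2d1).

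Strong peaks without a partner were counted in 1 Mb windows and set against random placement. The highest Taf4-inactivated count was 5 of 7 strong peaks on chromosome 12 (41000001 to 42000000, with Zfp277 and Immp2l), a count that 6 of 100 placements reached. Windows were named by excess, the count beyond that expected from the number of strong peaks in the window. The next by excess held 4 each, and 35 placements reached that count. They lay on chromosome 5 (87000001 to 88000000, with Sult1b1 and Ugt2 genes) and chromosome 4 (88000001 to 89000000, with Ifne). Other windows can hold as many with a smaller excess. In control enteroids the highest count was 3, reached by 49 placements. The windows with that count and the largest excess lay on chromosome 13 (30000001 to 31000000) and chromosome 12 (80000001 to 81000000). The window on chromosome 12 from 18000001 to 19000000 held 2. In 500 kb windows the highest Taf4-inactivated count was 4, at another place on chromosome 5 (91500001 to 92000000), reached by 9 placements. In 5 Mb windows it was 8, reached by 1 placement, in a window on chromosome 12 (40000001 to 45000000) that contains the 1 Mb one. The highest control count was 3 in both, reached by 23 and 100 placements.

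Across the autosomes and X, control peaks without a partner made up from 49.6% (chromosome 11) to 55.3% (chromosome 19) of the peaks. Taf4-inactivated peaks without a partner made up from 34.8% (chromosome 19) to 43.1% (chromosome 13). The ratio of control to Taf4-inactivated peaks was 1.27 over both lists and ranged from 1.16 on chromosome 13 to 1.45 on chromosome 19.

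All 13 genes selected beforehand had a start site peak in both lists. None differed in rank by 50 points, and the largest difference was 28.9 points, for Notch1. Ranked by p, Notch1 differed by 0.840 points, and its compared peaks were 3238 bp wide in control and 710 bp in Taf4-inactivated enteroids. These peaks (26356475 to 26359712 and 26358955 to 26359664 on chromosome 2) lay at an internal start site. The gene is on the minus strand with its outer end at 26372183. It had 2 start site peaks per list, and the one with the highest fold was compared. The peak of Lgr5 was at percentile 94.4 in control and 77.5 in Taf4-inactivated enteroids, that of Axin2 at 68.5 and 50.8, that of Fzd7 at 67.6 and 63.0, and that of Olfm4 at 75.6 and 79.3. For Cdx2 the percentiles were 91.8 and 94.6, for Hnf4a 90.5 and 91.3, for Ezh2 99.3 and 96.4, and for Suz12 99.4 and 97.1. Ranking by p reversed the sign for Vil1, Ascl2 and Cdx2. Percentiles depend on the make-up of each list, and the median difference over all pairs, inactivated minus control, was −2.98 points. A lower percentile therefore does not by itself show a loss of accessibility.

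**Figure D4:**
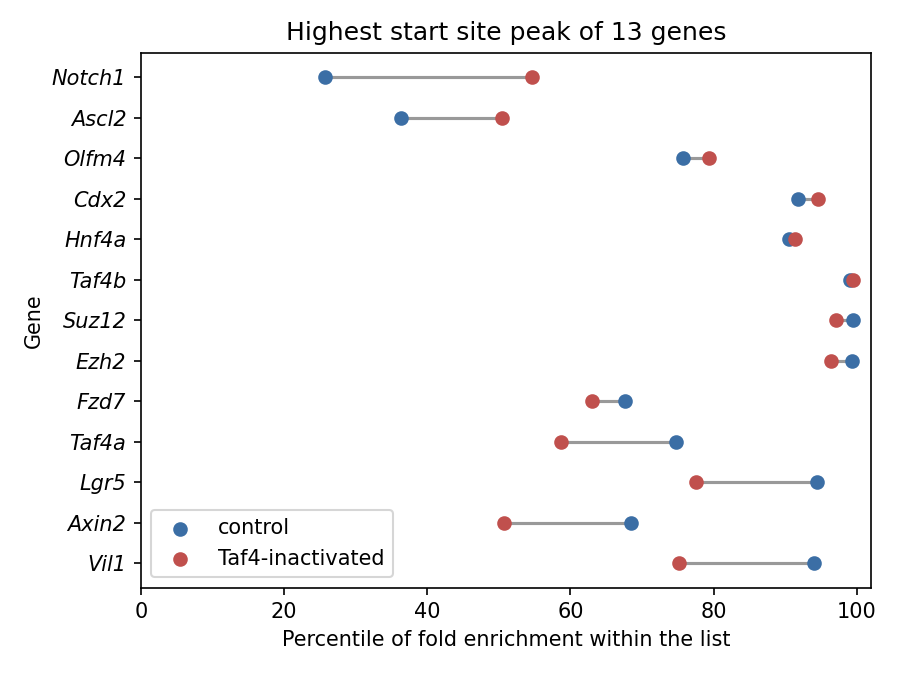
Percentile of fold enrichment within the list (horizontal axis) of the highest start site peak of 13 genes (vertical axis) in control (blue) and Taf4-inactivated (red) enteroids. The largest difference is 28.9 points, for Notch1, which was 0.840 points when ranked by p. The Notch1 peaks lie inside the gene, at an internal start site.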

Values the study reported

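The study reported 118,500 non-redundant ATAC-seq peaks over control and Taf4-inactivated enteroids. By clustering read densities, it described a cluster of 6874 peaks that were lower after Taf4 loss and clusters of 3798 and 5021 peaks that were higher.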

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

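No paired analysis was possible because there was 1 library per genotype, and for the same reason no library could be left out. Start sites of protein-coding genes alone and the top 5000 strong peaks were chosen after the data had been seen. Of 95 alternative values of the comparisons, 35 stayed the same by the measures used, 53 moved and 7 changed direction. The causes of these changes were not tested except where a filter by its construction keeps fewer peaks.

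Among the alternatives run for list length, covered length, non-redundant peaks and the share without a partner, the q threshold had the strongest effect. It was not run for strong peaks, ranks, windows or start sites. At a −log10 q of at least 2 there were 44495 control peaks (36.2 Mb) and 45640 Taf4-inactivated peaks, a difference, control minus inactivated, of −1145 peaks and 3.45 Mb, with 63914 non-redundant peaks. At 5 or more there were 10757 control peaks (11.5 Mb) and 20474 Taf4-inactivated peaks (18.0 Mb), a difference of −9717 peaks and −6.44 Mb, with 21421 non-redundant peaks. Without a partner were 41.5% of control and 42.8% of Taf4-inactivated peaks at 2 in both lists (difference −1.27 points), 9.03% and 52.1% at 5 in both lists (−43.1), and 1.04% and 11.6% when peaks at 5 were looked for among all peaks of the other list (−10.5). The longer control list and its larger share without a partner therefore rest on weak peaks. With the same threshold in both lists, the order of these shares follows list length and is not a separate result. Leaving out the mitochondrial genome kept both orders, and joining peaks within 1 kb, run for list length and covered length, kept the order of these.

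Requiring overlap of 50% of both peaks raised the shares without a partner to 69.8% and 61.7% (difference 8.12 points), and allowing a gap of 500 bp lowered them to 50.7% and 37.3%.

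Strong peaks without a partner numbered 16 in control and 109 in Taf4-inactivated enteroids for the top 5% by fold, 4348 and 2550 for the top 25%, 46 and 114 for the top 10% by −log10 p, 1077 and 1237 with overlap of 50%, 62 and 218 for peaks of at least 300 bp, and 24 and 197 for the top 5000. The share, inactivated minus control, was reversed for the top 25% (−4.92 points), and was 1.09 points by −log10 p and 5.45 points with overlap of 50%.

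The overlap of equally long lists was 65.7% for the top 10000, 54.95% for the top 40000, 68.8% by −log10 p and 48.8% by width. With overlap of 50%, the rank correlation was 0.760 and 493 pairs ranked higher in Taf4-inactivated and 666 in control enteroids, a difference of 173. Ranking by −log10 p changed the difference from 415 to 1081. In 5 Mb windows the highest Taf4-inactivated count was 8, reached by 1 of 100 placements, and in 500 kb windows 4, reached by 9. The highest control count was 3 in both, reached by 100 and 23.

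Within 5 kb of a start site were 48.0% of shared and 23.6% of unpartnered control peaks, and 48.0% and 22.9% of Taf4-inactivated ones. With protein-coding genes alone, the shares within 1 kb were 33.5%, 6.79%, 33.3% and 5.77%. Shared peaks stayed above peaks without a partner in both settings.

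Among single genes and regions, ranking by −log10 p changed the sign of the rank difference, inactivated minus control, of Vil1 (1.27), Ascl2 (−7.89) and Cdx2 (−4.60). The difference of Notch1, the largest by fold, fell to 0.840 points. Counting Notch1, the other 20 moved without a change of sign, and all 10 named regions stayed above percentile 90. The lower depth of the Taf4-inactivated library limits what its missing weak peaks can show.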

Other observations

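The tests of the depth ratio for Taf4-inactivated peaks, of start site against distal peaks, of mitochondrial pileups, of Y genes, of sequences against their reversed patterns, of background among strong control peaks, and of the parts with no copy found were chosen after the results were seen. The pooled count of 4 recognition sequences, the scaling to equal depth, the GC range and the search for copies had been set before their results were seen; the odds ratios for copies and the scaling of shared peaks were added afterwards.

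Lower depth of the Taf4-inactivated library was weighed for control peaks without a partner. When their pileup and background were scaled to that depth, 70.6% (CI 70.2 to 71.0) fell below the lowest −log10 p of the Taf4-inactivated list, 2.87. Of shared control peaks, 29.7% (CI 29.2 to 30.1) fell below it too, although they overlapped a Taf4-inactivated peak. The scaling assumes equal enrichment in both libraries, and peaks without a partner were the weaker ones. The deposited values run against that assumption. Median fold enrichment of shared peaks was 2.16 in the control and 2.62 in the Taf4-inactivated list, and of strong shared peaks 2.90 and 4.17. Each fold is over the background of its own library, so how far enrichment differed was not measured. Of 10614 control peaks predicted to reach 5, 109 (1.03%, CI 0.844 to 1.24) lacked a partner, as any loss of weak peaks would give. A further 13902 control peaks without a partner (29.2%) were predicted between these values. How many of the missing peaks depth accounts for therefore stays open. Depth cannot account for the converse, since the control library was the deeper one by a ratio of 1.65. Of 60052 Taf4-inactivated peaks predicted to reach 5 at the control depth, 21295 (35.5%) had no control partner. That prediction makes the same assumption of equal enrichment, so lower enrichment in the control library may account for part of them.

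Background called as peaks is another candidate explanation. The planned count, pooled over AP-1, GATA, CTCF and HNF4 sequences, gave densities inside over beside the peaks of 0.714 for control and 1.01 for Taf4-inactivated peaks without a partner. It decided nothing, because shared control peaks gave 0.668: the AT-rich GATA pattern dominated the count in GC-rich peaks. AP-1 was then set against its reversed pattern, which has the same base composition. The ratio was 1.74 (CI 1.63 to 1.85) in Taf4-inactivated peaks without a partner, close to the 1.77 of shared peaks in that list, which argues against background as their source. In control peaks without a partner it was 1.10 (CI 1.049 to 1.15), against 1.54 in shared control peaks. Background as the only source of that set is excluded, but a large part of it may still be background. Unpartnered peaks of the libraries thus differed on this measure, which limits a comparison of their numbers.

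Evenly lower enrichment in the control library was weighed for strong Taf4-inactivated peaks without a partner. Among strong peaks of 300 to 600 bp, 83.4% of distal (CI 81.5 to 85.1) and 96.6% of start site peaks (CI 94.6 to 98.0) were found in the control list. Control peaks showed a smaller gap in the same direction, 93.9% (CI 92.5 to 95.1) against 97.4% (CI 95.7 to 98.6), so a gap of this kind also arises where the other library is the shallower one. Start site peaks were wider in this range as well (median 521 against 436 bp). Evenly lower enrichment, an uneven technical difference and Taf4 loss cannot be told apart by these values, with 1 library each.

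Strong Taf4-inactivated peaks without a partner had a median GC content of 46.0%, against 55.2% in control. They held 0.803 AP-1 sequences per kb (CI 0.675 to 0.948), against 0.278 (CI 0.183 to 0.404) in strong control peaks without a partner. Within peaks of 45 to 55% GC the AP-1 density ratio was 1.959 (CI 1.22 to 3.28), which argues against GC content as the only source. Set against its reversed pattern, AP-1 gave 3.26 (CI 1.959 to 5.42) in these Taf4-inactivated peaks, against 2.05 (CI 0.882 to 4.74) in control. These intervals overlap, so part of the AP-1 difference between strong peaks may come from base composition. GATA sequences were also denser, with a ratio of 2.67 (CI 2.19 to 3.28) over all peaks and 1.48 (CI 1.15 to 1.92) in that GC range. Against its reversed pattern, GATA gave 1.58 (CI 1.33 to 1.87) in strong Taf4-inactivated peaks without a partner. In the control ones it gave 1.32 (CI 0.964 to 1.82), so these intervals overlap too. HNF4 sequences numbered 27 in 403 such Taf4-inactivated peaks and 1 in 215 control peaks, a density ratio with a CI from 2.50 to 621. Against its reversed pattern HNF4 was not resolved, with a CI from 0.995 to 45.8 in Taf4-inactivated and from 0.0128 to 19.6 in control peaks. CTCF sequences numbered 9 and 1, with a CI from 0.700 to 221 that spans 1 and gives no direction for strong peaks. Over all peaks without a partner, all 4 sequences were denser in the Taf4-inactivated list. Per kb, AP-1 numbered 0.361 against 0.211, GATA 1.87 against 1.38 and HNF4 0.0539 against 0.0148 in control. CTCF numbered 0.0698 (CI 0.0654 to 0.0744) against 0.0163 (CI 0.0148 to 0.0179). The study, from motifs in clusters of read density and from footprints, placed AP-1 and nuclear receptor sites on the control side and Gata, Sp and Ctcf sites on the mutant side. The GATA density here, and the CTCF density over all peaks without a partner, go in the same direction as that statement. The AP-1 and HNF4 densities go in the opposite one. For strong peaks, none of the AP-1, GATA and HNF4 differences was resolved against the reversed patterns. Over all peaks without a partner all 4 went the same way, so none of these directions is specific to a single factor. Background among the strong control peaks would lower their AP-1 density. Against its reversed pattern, AP-1 gave 2.05 in them, with a CI from 0.882 to 4.74. That interval spans both 1, taken here as background, and the 1.76 of strong shared control peaks. Background therefore stays open, as do Taf4 loss and the culture or library. An exchange of the library labels was not tested either: a start site peak of Taf4a does not show the deletion, so the direction of each comparison rests on the labels.

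Near-identical genomic copies, between which uniquely mapped reads are lost or misplaced, were found for 5.12% of strong control peaks without a partner (11 of 215, CI 2.58 to 8.97), against 0.7% of strong shared control peaks, an odds ratio of 7.64 (exact CI 3.09 to 18.4). For Taf4-inactivated peaks the share was 1.74% (7 of 403, CI 0.701 to 3.55), against 0.5% of shared ones, an odds ratio of 3.52 (exact CI 1.13 to 10.3). Copies may contribute to these parts, but both libraries were mapped by the same rule. Peak width was not matched either. Strong peaks without a partner were narrower than strong shared ones, with medians of 353 against 936 bp in control and 368 against 804 bp in Taf4-inactivated enteroids. No copy was found for 94.9% of the control and 98.3% of the Taf4-inactivated peaks, including all 10 named regions. Variants of the mixed strain background were not tested.

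Both lists held 2 mitochondrial peaks with nearly equal values. Their solved pileups, 366 reads in control and 375 in Taf4-inactivated enteroids for the one from the start of the genome, gave a ratio of 0.976, not the depth ratio. This would fit a ceiling from keeping 1 read per position and strand, which with 200 bp extension is 400 reads. Whether duplicates were removed in that way was not known here. No biological explanation was tested.

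None of the 4 Y genes Kdm5d, Ddx3y, Uty and Eif2s3y had a start site peak in either list. All 4 of their X copies (Kdm5c, Ddx3x, Kdm6a and Eif2s3x) had one in both, and so did Xist. These 4 X copies leave cultures without a Y chromosome as a possible explanation, as in female donors; no biological explanation was tested further. The control list held 1 Y peak (685127 to 685505) and the Taf4-inactivated list none.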
